A study of Homo sapiens with 26 samples.

How the data were processed

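The study made ribosome profiling libraries, in which RNase I digestion leaves the mRNA fragments covered by ribosomes. Per the labels' protocols, cells were lysed with cycloheximide, monosomes were collected by ultracentrifugation, fragments were selected by size on a gel, RNA was dephosphorylated and ligated to a linker, and reverse transcription, circularisation and PCR followed. The protocol's upper limit of 34 nt differs from the sizes labelled for some libraries, which are the ones given. The step at which each kit was applied is stated clearly for 1 library alone. The label for the depletion step repeats the adapter sequence in all but the first sample and was not used. The meaning of the added oligos and formaldehyde is not explained in the labels.

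The authors deposited whole-number read counts per coding sequence, with 1 transcript per row and 19478 transcripts in each of 4 tables, per the file headers. The authors also deposited RPM values for the same rows. These equal the count divided by the library total, scaled to CPM, to within rounding, so only the counts were tested. The aligner, read filters, handling of duplicate reads and of reads that match several genes, genome build and annotation are not stated. Reads multiplied by PCR are not independent molecules unless duplicates were removed, so intervals and floors cover counting error only. Library totals ran from 46858 to 5795774 counts, and a gene at or under 3 counts was treated as at the floor. Reads on rRNA were not analysed here, so the efficiency of depletion is not reported.

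Transcript positions are 1-based on GRCh38 from GENCODE release 29. Of the deposited transcript identifiers, 97.51% matched it with the same version, and 97.28% had a coding sequence for GC, purine and length values. It may not be the annotation the authors used. There were 31 gene symbols on more than 1 transcript.

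Samples were grouped by their titles. Both libraries titled undepleted in the K562 size-selection table also carry a label naming NEBNext. Each table was analysed alone, since experiment, cell line and size selection differ between tables. Replicate pairs were compared by a chi-square test over genes with at least 20 counts in the pair. The chi-square per degree of freedom lay between 1.027 and 1.205. The RiboCop pair did not differ beyond sampling noise (p 0.103). As the labels give its libraries different barcodes and their totals differ (156200 and 290502 counts), both were kept.

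Counts were tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood test after TMM normalization, with filterByExpr at its default minimum count of 10 and Benjamini-Hochberg adjustment over the genes of each comparison, at an adjusted p under 0.05. All libraries of a table entered 1 fit, as there were at most 2 per group. The K562 size-selection table was fitted with depletion and size as additive terms, which leaves 1 residual degree of freedom. The K562 kit table was fitted with 1 term per kit plus oligos and formaldehyde as additive terms among the 4 Ribo-Zero Plus libraries, whose mean stands for that kit. This design was fixed before the data were examined and was kept although the variable Ribo-Zero Plus libraries raise the spread estimated for the other kits. Standard errors are the absolute log2 fold change over the root of the F statistic. No comparison had 3 libraries on both sides, so no other splits of the samples were counted, and no group was large enough for an outlier test.

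The spread between libraries is the SD across genes of the log2 ratio, less the counting variance, over genes with a mean of at least 100 counts. Gene lists were tested with camera and fry (limma 3.58.1). The lists are 13 mitochondrial mRNAs and 81 ribosomal protein genes, from a rule fixed before the data were examined. Their symbols were written out afterwards, without retrogene-like copies. Correlations between comparisons that share undepleted libraries were set against 100 negative binomial simulations of unchanged groups. The genes named are the 2 largest rises and the 2 largest falls per comparison with undepleted, among genes with an adjusted p under 0.05, a mean of at least 100 counts and every depleted library on the same side of every undepleted one, and in HEK293FT among genes with a mean of at least 100 counts. Genes named outside this rule are marked as such. A gene that met it is not reported here.

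The tests were tested on simulated data with 200 changed genes, each with a mean of at least 50 counts and a change of at least 2-fold. That mean was reached by 885 genes in HEK293T, 834 in the K562 size-selection table and 5829 in the K562 kit table. The shares recovered thus say nothing of genes with fewer counts or smaller changes. With dispersions as fitted to the real libraries, 95% of changed genes were recovered for NEBNext in HEK293T (4410 genes), 93% in K562 (4625 genes), 96.5% for riboPools and 87.5% for Ribo-Zero Plus (10142 genes). Of the calls, 6.4%, 3.1%, 4.5% and 9.3% were false. The share for riboPools does not carry over to the real shared fit, where FastSelect, riboPools and cold elution had 138 to 180 genes at an unadjusted p under 0.05 against 507 by chance, and where KCNH8, 10.2-fold higher with FastSelect, had an adjusted p of 1. The spread measure returned 0.29 to 0.323 for a true SD of 0.3 and -0.039 to 0.067 for a true SD of 0, over 369 to 5225 genes. For a true SD of 0.1 it returned -0.058 in the K562 size-selection table (394 genes), where small values cannot be measured.

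Alternatives were DESeq2 size factors, total count scaling, no filter, a mean of at least 50 counts, DESeq2 1.42.0, a 2-fold minimum, fits of only the libraries compared, a replicate block and leaving out libraries. The fit without the Ribo-Zero Plus libraries and the interaction test were added after the data were seen.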

Results

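Ribosome footprints were sequenced from 26 libraries of 3 human cell lines, and the libraries of each experiment were deposited as 1 of 4 count tables. HEK293T is a human embryonic kidney line, HEK293FT is another line of that origin, and K562 is a line from a chronic myeloid leukaemia. Footprint libraries hold much ribosomal RNA, and the libraries differed in how it was removed before sequencing. NEBNext and Ribo-Zero Plus digest rRNA hybridised to DNA probes with a nuclease, Ribo-Zero Gold, RiboCop and riboPools pull rRNA out with probes on beads, and FastSelect blocks its reverse transcription. By its title, the series addresses whether depletion by nuclease changes the footprint counts of coding sequences.

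The HEK293T table held 4 groups of 2 libraries (undepleted, Ribo-Zero Gold, RiboCop and NEBNext) from fragments labelled 15 to 35 nt. Their totals lay between 120019 and 421521 counts. The K562 size-selection table held 1 NEBNext and 1 undepleted library for each of the ranges 20 to 34 nt and 20 to 60 nt, with totals between 46858 and 441249 counts. Both libraries titled undepleted in this table carry another label that names NEBNext, and they are grouped here by their titles, so every direction drawn from this table rests on the titles. The K562 kit table (20 to 34 nt) held 2 libraries each of undepleted, FastSelect, riboPools and riboPools with cold elution, and 4 Ribo-Zero Plus libraries, 1 for each combination of added oligos and formaldehyde. Totals there ran from 116742 to 5795774 counts. The 3 Ribo-Zero Plus libraries with oligos, formaldehyde or both had 184722, 116742 and 165153 counts, against 1840190 for the library with neither. The HEK293FT table held 1 undepleted library of 900763 counts and 1 library depleted with custom oligos of 5747772 counts. Groups of 1 library have no replicate error.

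The spread between 2 libraries was measured as the SD across genes of their log2 ratio after the variance of counting was taken out, over genes with a mean of at least 100 counts. In HEK293T, over 369 genes, this spread was 0.086 between the undepleted replicates and 0.12 between the NEBNext replicates. Over the 4 pairs of a depleted and an undepleted library it averaged 0.32 ± 0.026 (SD) for NEBNext, 0.12 ± 0.019 for Ribo-Zero Gold and 0.040 ± 0.060 for RiboCop. The 4 pairs of a kit share libraries and are not independent. NEBNext pairs ranged from 0.30 to 0.35, above every replicate pair of the table, while the RiboCop pairs (-0.049 to 0.086) did not exceed the undepleted replicate pair. A negative value means less spread than counting alone gives. In the K562 size-selection table, over 394 genes, the NEBNext library differed from the undepleted one by 0.66 at 20 to 34 nt and by 0.51 at 20 to 60 nt. There is no replicate pair to set beside them, but both undepleted libraries differed from each other by 0.19 and both NEBNext libraries by 0.24. Poisson counts alone gave 0.12 for the pair at 20 to 60 nt. In the K562 kit table, over 3863 genes, the undepleted replicates differed by 0.027. FastSelect differed from undepleted by 0.078, riboPools by 0.050 and riboPools with cold elution by 0.058, each above its own replicate pair (0.026, 0.037 and 0.016). Ribo-Zero Plus alone differed by 0.31, and by 1.19 with formaldehyde, 1.06 with oligos and 1.13 with both. The HEK293FT custom oligo library differed from its undepleted library by 0.054. Over genes with a mean of at least 500 counts the value for Ribo-Zero Plus with oligos fell from 1.06 to 0.51, the largest change in the 4 settings tried. A scaled median absolute deviation took RiboCop (-0.039), FastSelect (-0.064), riboPools (-0.063), cold elution (-0.039) and the HEK293FT custom oligos (-0.069) below 0. The value that counting alone gives under this measure was not simulated. Values below 0 thus do not show that these kits stayed within the spread of counting.

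**Figure D1:**
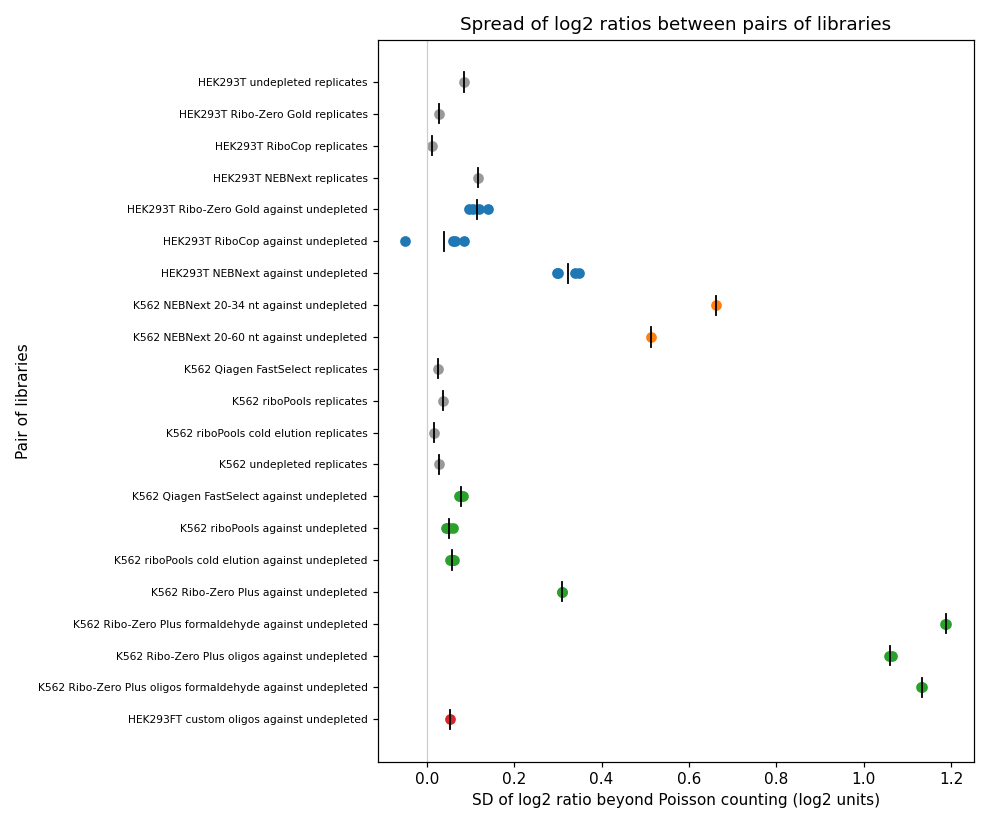
Spread of log2 ratios between pairs of libraries after counting variance was removed (x axis, log2 units), with 1 row per kind of pair. Each point is 1 pair of libraries, grey for replicate pairs and coloured by table for depleted against undepleted pairs, and the black bar is the mean. NEBNext in HEK293T (mean 0.32) and all 4 Ribo-Zero Plus libraries (0.31 to 1.19) lie above every replicate pair of their tables.

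Genes were then tested one by one with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment at an adjusted p under 0.05. Among 4410 genes tested in HEK293T, 143 differed between NEBNext and undepleted libraries, 66 higher and 77 lower. Of these, 53 changed at least 2-fold. Among the other alternatives DESeq2 moved this count most, to 58 genes. With only the libraries compared, 89 genes were called. The shared fit has 1 estimate of the spread per gene for all groups of the table. The NEBNext replicates were the most variable pair, with a chi-square per degree of freedom of 1.205 against 1.027 to 1.07 for the other groups. Ribo-Zero Gold differed from undepleted at 3 genes, all lower, and RiboCop at 0 genes, with 195 genes at an unadjusted p under 0.05 where chance gives 220. NEBNext differed from Ribo-Zero Gold at 180 genes (99 higher, 81 lower) and from RiboCop at 225 genes (116 higher, 109 lower). RiboCop and Ribo-Zero Gold differed at 7 genes, all higher with RiboCop.

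Among the genes with the largest changes under NEBNext in HEK293T, PTMA (ENST00000341369.11; GRCh38 chromosome 2, 231708516 to 231713536) fell from 954 ± 5.69 to 292 ± 11.7 CPM (SD, n = 2; CPM scales a count to its library total), a log2 fold change of -1.70 ± 0.17 (SE; edgeR adjusted p 9.9e-20). RPL32 (ENST00000429711.6; chromosome 3, 12834485 to 12841588) fell from 1050 ± 14.6 to 489 ± 93.6 CPM, with a log2 fold change of -1.13 ± 0.15 (edgeR adjusted p 3.46e-11). RPS13 (ENST00000525634.5; chromosome 11, 17074389 to 17077787) rose from 934 ± 60.8 to 1830 ± 280 CPM and RPS29 (ENST00000245458.10; chromosome 14, 49583572 to 49586376) from 522 ± 54.5 to 1030 ± 19.9 CPM, with log2 fold changes of 0.999 ± 0.12 and 0.98 ± 0.15 (edgeR adjusted p 6.19e-15 and 1.99e-08). Counts cover the coding sequence of the named transcript. PTMA also fell with Ribo-Zero Gold, to 509 ± 45.2 CPM (log2 fold change -0.91, edgeR adjusted p 9.86e-09). The other genes called with Ribo-Zero Gold were MT-CO3 (mitochondrial genome, 9207 to 9990), at 448 ± 10.2 against 697 ± 27.5 CPM (log2 fold change -0.63, edgeR adjusted p 0.026), and MT-ND4, at 79 ± 19.1 against 183 ± 35.5 CPM (edgeR adjusted p 0.0393). Neither mitochondrial gene was called when low genes were left unfiltered or with DESeq2. MT-ND4 fell outside the rule for named genes and is named after its values were seen. PTMA and ribosomal protein genes have near-identical copies in the genome, and the counting of reads shared with them is not stated, so their values are uncertain.

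FAM53A was also singled out after its values were seen. It had 0 counts in both undepleted libraries of HEK293T and averaged 211 ± 32.7 CPM with NEBNext (SD, n = 2), at least 9.46-fold higher on average than the floor of 3 counts allows for the undepleted libraries. DESeq2 gave no adjusted p for it. The rise did not recur in K562, where FAM53A had 0 counts with NEBNext at 20 to 34 nt and 1 count at 20 to 60 nt. Both undepleted libraries of that table had 0 counts.

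In the K562 size-selection table, NEBNext and undepleted libraries differed at 103 of 4625 genes, 77 higher and 26 lower. The fit has 1 residual degree of freedom, and size selections stand in for replicates although they are not biological ones. Under total count scaling, 44 genes were called, 27 higher and 17 lower, and DESeq2 called 19. KCNH8 (ENST00000328405.6; chromosome 3, 19148454 to 19535646) had 713 and 740 counts in the NEBNext libraries against 0 and 2 counts in the undepleted ones, at least 102-fold higher at 20 to 34 nt and at least 57.9-fold higher at 20 to 60 nt. CCNC (ENST00000520429.5; chromosome 6, 99542380 to 99568973) had 638 counts against 10 at 20 to 34 nt, 27.5-fold higher in CPM, and 300 counts against 1 at 20 to 60 nt, at least 23.5-fold higher. MT-ND3 (mitochondrial genome, 10059 to 10404) fell from 1070 to 428 CPM at 20 to 34 nt and from 1300 to 631 CPM at 20 to 60 nt (log2 fold change -1.13 ± 0.17, edgeR adjusted p 9.47e-09). RPL38 (chromosome 17, 74203653 to 74210655) had a log2 fold change of -1.01 over both sizes, and of -0.33 without the undepleted or the NEBNext library of 20 to 34 nt. The size selections differed from each other at 4 genes, 2 higher and 2 lower.

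NEBNext log2 fold changes in HEK293T and K562 come from separate libraries and correlated across the 3519 genes tested in both with Pearson's r 0.21 and Spearman's rho 0.20. Genes are not independent replicates, so no p is given. Restricted to the 275 genes with a mean of at least 100 counts in both tables, r was 0.49. Of 131 genes called in HEK293T and tested in K562, 103 (78.6%, exact 95% interval 70.6 to 85.3) had the same sign in K562. The interval counts genes as independent and may be too narrow. All 30 genes called in both cell lines had the same sign. A fit of both tables with an interaction term, added after the fold changes were seen, found that the NEBNext effect differed between the tables at 37 genes. Cell line and experiment cannot be told apart in that difference.

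**Figure D2:**
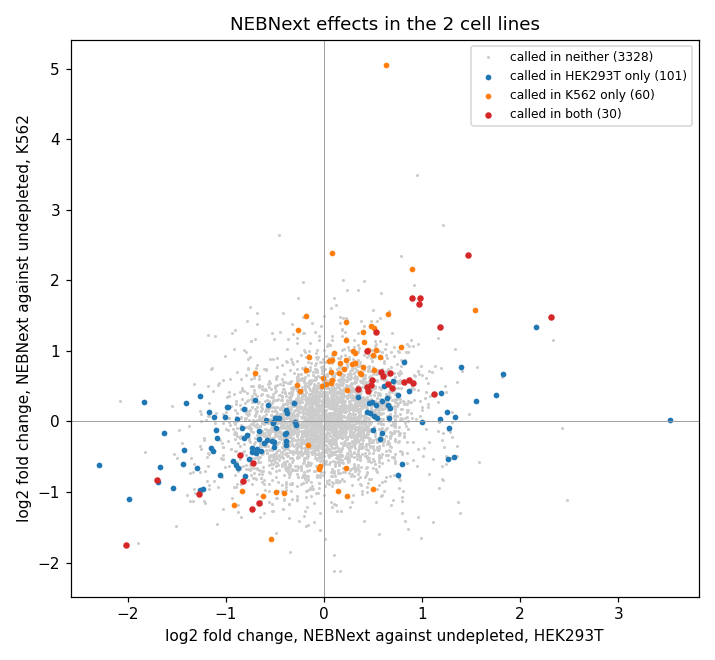
Log2 fold change of NEBNext against undepleted libraries in HEK293T (x axis) and K562 (y axis), with 1 point per gene tested in both. Colours show where edgeR called the gene: 30 genes in both cell lines, 101 in HEK293T only, 60 in K562 only and 3328 in neither.

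A total of 10142 genes of the K562 kit libraries were tested in 1 fit of all 12 libraries. No gene differed from undepleted with FastSelect, riboPools or riboPools with cold elution at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 138, 153 and 180 genes, below the 507 that chance gives. The fit has 1 estimate of the spread per gene for these kits and the Ribo-Zero Plus libraries together. With only the libraries of both groups in the fit, 2, 11 and 23 genes were called, and these counts included 0, 7 and 12 mitochondrial mRNAs. The 0 calls of the shared fit thus depend on which libraries enter it. MT-CO1, named after its values were seen, had 3420 ± 50.2 CPM undepleted, 3920 ± 203 CPM with riboPools and 4160 ± 52.4 CPM with cold elution (SD, n = 2; edgeR adjusted p of 1 and 0.0668 in the shared fit). In the fits of only the libraries of both groups, MT-CO1 was called with riboPools and with cold elution (edgeR adjusted p 4.38e-10 and 4.69e-20). Without the Ribo-Zero Plus libraries, a fit added after the data were seen, it was also called with both (edgeR adjusted p 5.74e-09 and 9.17e-20). In fits of all libraries, MT-CO1 was called with cold elution alone under total count scaling and without a filter (edgeR adjusted p 0.038 and 2.25e-05). It was called with neither under DESeq2, DESeq2 size factors, the replicate block or among genes with a mean of at least 50 counts. No gene was called in the shared fit between FastSelect and riboPools or between riboPools with cold and standard elution (117 and 128 genes at an unadjusted p under 0.05). Between the libraries of both groups alone there were 12 and 4.

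Ribo-Zero Plus, as the mean of its 4 libraries, differed from undepleted at 1480 genes, 137 higher and 1343 lower, and from riboPools at 1950 genes, 197 higher and 1753 lower. These counts did not hold across fits: with only the Ribo-Zero Plus and undepleted libraries 0 genes were called (1815 at an unadjusted p under 0.05), and when 1 Ribo-Zero Plus library was left out in turn, 2940 to 3585 genes were called. Against riboPools the same fits gave 0 genes (2001 at an unadjusted p under 0.05) and 3306 to 3758. The median log2 fold change over all genes was -0.49 under TMM, -0.35 under DESeq2 size factors and -0.37 under total count scaling, so that changes of single genes are relative to such a shift. The split was 183 higher and 757 lower under total count scaling, and 187 and 609 under DESeq2 size factors. Libraries with oligos differed from those without at 980 genes (414 higher, 566 lower) and those with formaldehyde at 1046 (376 higher, 670 lower), with 1 and 11 genes called within the 4 Ribo-Zero Plus libraries alone. Under DESeq2 size factors the oligo split turned to 574 higher and 504 lower and the formaldehyde split to 484 and 522.

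In the Ribo-Zero Plus libraries KCNH8 reached 2110 CPM with neither addition, 16000 CPM with oligos, 13500 CPM with formaldehyde and 13400 CPM with both, against 35.9 ± 10.9 CPM in undepleted libraries (n = 2). It had the most counts of any gene, 2960, in the library with oligos. KCNH8 was also higher with FastSelect, at 367 ± 24.8 CPM, not called in the shared fit but called with only those libraries (edgeR adjusted p 1.52e-46), without a filter and by DESeq2, and singled out after its values were seen. With riboPools it averaged 88.8 ± 24.4 CPM and with cold elution 13.7 ± 3.96 CPM. Neither was called in the shared fit. With only the libraries of both groups in the fit, both were called, riboPools as higher and cold elution as lower than undepleted. DCTN6 (ENST00000221114.7; chromosome 8, 30156297 to 30183640) had 61 counts with Ribo-Zero Plus alone, 33.1 CPM against 48.8 ± 4.54 CPM undepleted, and 0 counts in each of the other 3, where 3 counts would be 16.2 to 25.7 CPM. LYN (ENST00000519728.5; chromosome 8, 55879813 to 56010572) had 82.6 CPM with Ribo-Zero Plus alone against 86.5 ± 5.19 CPM undepleted, 4 counts with formaldehyde, and 0 counts with oligos and with both. The fall of LYN thus came from the 3 shallow libraries, as did most of that of DCTN6. With only the Ribo-Zero Plus and undepleted libraries KCNH8, DCTN6 and LYN were not called (edgeR adjusted p 0.263 for each).

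The HEK293FT pair has no replicates, so no test was made. Over 5225 genes with a mean of at least 100 counts, the largest rises in this pair were RNF7 (log2 ratio 0.93, 36.9 against 18.9 CPM) and NAA35 (0.89). The largest falls were ABCA13 (-0.93, 223 against 425 CPM) and SDR39U1 (-0.89). The undepleted library held only 17 counts of RNF7 and 18 of NAA35, against 383 of ABCA13 and 62 of SDR39U1. As the largest rises among 5225 genes, those of RNF7 and NAA35 may thus be counting error.

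Mitochondrial mRNAs and cytosolic ribosomal protein genes were tested as lists with camera at a preset inter-gene correlation of 0.01, over 16 tests. The median log2 fold change of the mitochondrial mRNAs was 0.60 for NEBNext in HEK293T (10 of 11 genes higher), -0.73 for Ribo-Zero Gold (0 of 11 higher) and -0.065 for RiboCop (4 of 11). In K562 it was 0.49 for NEBNext (10 of 13 higher), -0.033 for FastSelect (2 of 13), 0.15 for riboPools, 0.24 for riboPools with cold elution and 0.63 for Ribo-Zero Plus (13 of 13 in each of these last 3). Camera's adjusted p was 7.32e-08 for NEBNext and 3.89e-20 for Ribo-Zero Gold in HEK293T, and 1.72e-13, 3.04e-10, 8.98e-24 and 3.46e-41 for NEBNext, riboPools, cold elution and Ribo-Zero Plus in K562. The tests of both lists were adjusted together. Under fry, only both lists of Ribo-Zero Plus held (adjusted p 0.0101 each), and with an estimated correlation no list held. Single mitochondrial genes called over all genes tested numbered 4 for NEBNext and 2 for Ribo-Zero Gold in HEK293T, and 6 and 9 when adjusted over the list alone. In K562 they numbered 9 for NEBNext and 12 for Ribo-Zero Plus, and 10 and 13 adjusted over the list alone. With riboPools and with cold elution 0 were called over all genes, against 2 and 13 adjusted over the list alone. The Ribo-Zero Plus medians stand against the median of all genes given above. Ribosomal protein genes had medians of 0.021 for NEBNext in HEK293T (camera adjusted p 0.0183; 41 of 79 higher), 0.044 for Ribo-Zero Gold (0.326) and -0.006 for RiboCop (0.923, and 0 under total count scaling). In K562 the medians were 0.040 for NEBNext (camera adjusted p 0.106, and -0.041 under total count scaling), -0.001 for FastSelect (0.772), -0.013 for riboPools (0.05 after rounding, below the threshold), -0.022 for cold elution (0.000205) and -0.17 for Ribo-Zero Plus (2.02e-10; 13 of 80 higher). The last was not called under DESeq2 size factors (-0.031) or total count scaling (-0.057). Called ribosomal protein genes numbered 23 over all genes and 33 adjusted over the list alone for NEBNext in HEK293T, 22 and 35 in K562, and 43 and 55 for Ribo-Zero Plus.

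Comparisons against the same undepleted libraries share their chance values. In HEK293T the log2 fold changes of NEBNext and Ribo-Zero Gold correlated across genes with r 0.57, where 100 simulations of unchanged groups gave a mean of 0.64, and those of NEBNext and RiboCop with 0.47 against 0.59. Ribo-Zero Gold and RiboCop gave 0.67 against 0.68. In the K562 kit table riboPools and cold elution gave 0.83 against 0.81, FastSelect and riboPools 0.76 against 0.76, and Ribo-Zero Plus with FastSelect 0.15 against 0.24. None of the 9 pairs exceeded its highest simulated value, and 5 lay below their lowest: both pairs with NEBNext and all 3 with Ribo-Zero Plus. The simulations of the K562 kit table gave every library the spread of the shared fit, which the Ribo-Zero Plus libraries raise. They thus do not match the FastSelect, riboPools and cold elution libraries, and the pairs of that table decide nothing.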

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

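The test of the difference between cell lines, the choice of these genes and the tests on fragment size and on the label of the undepleted libraries came after the fold changes were seen. For 5 genes named in the report the NEBNext effect differed between K562 and HEK293T by the interaction term (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted over 3519 genes). The difference, K562 minus HEK293T on the log2 scale, was 4.42 for CCNC (adjusted p 1.22e-08), 1.14 for RPL32 (2.24e-06), -0.97 for RPS13 (5.45e-05), 0.82 for RPS29 (0.0239) and 0.85 for PTMA (0.024). The interaction fit takes 4 K562 libraries, 1 per size and depletion, so it has no biological replicates on that side. For CCNC the K562 undepleted libraries held 10 and 1 counts, so the size of its difference is poorly fixed.

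Both K562 libraries titled undepleted carry a label naming NEBNext. Had they been treated like the NEBNext libraries, genes called in HEK293T would have either sign in K562 about equally often. Of 131 such genes, 78.6% had the same sign, which argues against equal treatment. The exact 95% interval (70.6 to 85.3) counts genes as independent, which they are not, so it may be too narrow. Treatment of both that differed in degree is not excluded. A difference in the size of the fragments selected stays open. The NEBNext effect of 5 of the 5 genes lay on the same side of the HEK293T effect at both sizes in K562, but the genes were chosen on the mean effect of both, so this decides nothing. The effect itself was -0.36 at 20 to 34 nt and 0.50 at 20 to 60 nt for RPL32, and 1.815 and 1.198 for RPS29, without replicates. The 15 to 35 nt range of the HEK293T libraries was not made in K562. Reads shared with processed copies of PTMA and the ribosomal protein genes were not tested, and a difference between experiments or kit lots cannot be separated from cell line in this design. A difference between the cell lines themselves remains open and untested.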

How the results depend on the processing

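Leaving out 1 of 2 libraries of a group leaves no replicate in that arm, so such fits are reported as values only. Values with no test are called moved when they changed by more than the SD over pairs or replicates, and where only 1 pair exists any change counts. Causes were not tested unless stated.

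The counts for HEK293T NEBNext against undepleted, Ribo-Zero Gold and RiboCop (143, 180 and 225 genes) became 58, 70 and 62 under DESeq2, where 2992, 3249 and 3078 genes had no adjusted p because of DESeq2's own filter. With a 2-fold minimum they were 53, 48 and 77, fewer by construction. Without a filter, NEBNext against RiboCop gave 145, and with only the libraries compared NEBNext against undepleted gave 89, all among the 143. Ribo-Zero Gold against undepleted gave 1 gene with the 2-fold minimum, without a filter and under DESeq2. The gene was MT-ND4 with the 2-fold minimum and PTMA in the other settings. RiboCop against Ribo-Zero Gold gave 3, 4 and 1 under the same settings. RiboCop against undepleted had 0 genes in each of these fits and under the other scalings and filters, with 38 to 418 genes at an unadjusted p under 0.05.

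K562 NEBNext against undepleted (103 genes) gave 44 under total count scaling, 19 under DESeq2 (4393 genes without an adjusted p) and 42 with the 2-fold minimum. From 77 higher and 26 lower, the split moved to 27 and 17 (61.4% higher) under total count scaling and to 69 and 52 (57% higher) with a mean of at least 50 counts, where 121 genes were called. The size selections gave 1 gene under total count scaling, 8 with a mean of at least 50 counts, 0 under DESeq2 (266 at an unadjusted p under 0.05 with edgeR) and 2 with the 2-fold minimum.

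In the K562 kit table, FastSelect, riboPools and cold elution against undepleted, at 0 genes in the shared fit, gave 2, 11 and 23 with only the libraries compared and 2, 8 and 25 without the 4 Ribo-Zero Plus libraries, a fit added after the data were seen. These fits shared 2, 8 and 21 genes. Cold elution against riboPools gave 4 and 3, and FastSelect against riboPools 12 and 12. The variable Ribo-Zero Plus libraries enter the shared estimate of the spread and leave it in these fits. Without a filter FastSelect gave 1, cold elution 6 and FastSelect against riboPools 3. Total count scaling gave 3 for cold elution and DESeq2 gave 1 for FastSelect.

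Ribo-Zero Plus against undepleted (1480 genes) gave 796 with DESeq2 size factors, 940 under total count scaling, 593 with a mean of at least 50 counts and 0 with only the libraries compared (1815 at an unadjusted p under 0.05). Against riboPools (1950 genes) the stricter filter gave 804 and only the libraries compared gave 0 (2001 at an unadjusted p under 0.05). The higher share of calls against undepleted (137 higher and 1343 lower) rose to 23.5% with DESeq2 size factors and 19.5% under total count scaling, and against riboPools (197 and 1753) to 22.7% (302 higher, 1031 lower) and 19.5% (277 and 1146). For oligos (414 and 566) it was 53.2% and 50.7% (546 higher, 531 lower), and for formaldehyde (376 and 670) 48.1% and 48.7% (501 and 527). Oligos and formaldehyde (980 and 1046 genes) gave 498 and 651 with the stricter filter, 1603 and 1801 under DESeq2 and 1 and 11 within the Ribo-Zero Plus libraries alone. Across the 4 fits that each left out one Ribo-Zero Plus library the counts ran from 2940 to 3585 against undepleted and from 3306 to 3758 against riboPools. Such a fit is saturated for the remaining 3 libraries and extrapolates the missing one, so its lower spread follows from its construction. No count of genes called for Ribo-Zero Plus is stable.

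The replicate block changed no count of calls by more than 1.5 times, with 153 genes for NEBNext, 3 for Ribo-Zero Gold and 0 for RiboCop against undepleted in HEK293T, 191 and 242 for NEBNext against Ribo-Zero Gold and RiboCop, 6 for RiboCop against Ribo-Zero Gold, and 0 for the 5 comparisons of FastSelect, riboPools and cold elution in the K562 kit table (78 to 137 genes at an unadjusted p under 0.05). Deviations of same-numbered libraries correlated at 0.065 to 0.137 in HEK293T, positive for 6 of 6 pairs of groups but above 0.1 for only 4, so weak pairing is not excluded there and was not assumed. In the K562 kit table they correlated at -0.035 to 0.048. Under the block the ribosomal protein list of riboPools was no longer called, with a median of -0.012 and an adjusted p of 0.119.

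Under camera with estimated correlation and under fry most calls of gene lists were lost. The median of a list does not depend on the set test, so it says nothing about stability here. The medians of the lists no longer called were, for the mitochondrial mRNAs, 0.603 (HEK293T NEBNext), -0.728 (Ribo-Zero Gold), 0.486 (K562 NEBNext), 0.145 (riboPools), 0.242 (cold elution) and, under estimated correlation only, 0.628 (Ribo-Zero Plus). For the ribosomal protein genes the medians were 0.021 (HEK293T NEBNext), -0.013 (riboPools), -0.022 (cold elution) and, under estimated correlation only, -0.173 (Ribo-Zero Plus). The adjusted p ranged from 0.062 to 0.675 under estimated correlation and from 0.113 to 0.821 under fry. The ribosomal protein list of Ribo-Zero Plus was also lost under total count scaling (-0.057) and DESeq2 size factors (-0.031). Under total count scaling the median of these genes reached 0 for RiboCop, from -0.006, and changed sign for K562 NEBNext to -0.041, neither being called. The median of all genes tested moved too, from -0.01 to -0.004 for RiboCop and from -0.007 to -0.085 for K562 NEBNext. A change of sign under this scaling thus says nothing about the list itself.

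The spread of NEBNext in HEK293T and of Ribo-Zero Plus in K562 lay above that of the other kits of their tables in the 4 settings tried. The causes of its changes were not tested. For genes with a mean of at least 500 counts, the median absolute deviation, a mean of at least 50 counts and thinned libraries, in that order, K562 NEBNext gave 0.454, 0.394, 0.533 and 0.59 at 20 to 34 nt and 0.37, 0.286, 0.413 and 0.51 at 20 to 60 nt, riboPools 0.06, -0.063, 0.064 and -0.013, cold elution 0.074, -0.039, 0.067 and -0.067, Ribo-Zero Plus 0.242, 0.207, 0.39 and 0.295, with formaldehyde 0.645, 0.853, 1.208 and 1.183, with oligos 0.508, 0.632, 1.198 and 0.957, with both 0.616, 0.745, 1.25 and 1.051, and HEK293FT custom oligos 0.063, -0.069, 0.075 and 0.073. FastSelect gave 0.121, -0.064 and, thinned, 0.065. In HEK293T the first of these settings gave 0.089 for Ribo-Zero Gold and 0.256 for NEBNext, and the median absolute deviation gave 0.081, 0.288 and, for RiboCop, -0.039.

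The correlation of NEBNext log2 fold changes between HEK293T and K562 rose from 0.21 to 0.49 over genes with a mean of at least 100 counts, where counting noise is lower. Over such genes 7 of the 9 correlations between comparisons that share undepleted libraries lay below the simulated range, against 5 over all genes tested. The added pairs were Ribo-Zero Gold with RiboCop (0.53) and FastSelect with cold elution (0.587). The latter was set against simulations with the spread of the shared fit, so it decides nothing.

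Of the log2 fold changes of single genes under other settings, 97 kept their direction and side of the threshold, 7 became weaker, 10 became stronger and 2 had no adjusted p under DESeq2. With libraries left out, 26 moved beyond the replicate SD, 52 did not, and none changed sign.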

Other observations

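The tests on depth and on few molecules, on recurrence of KCNH8, on purine and GC content against the NEBNext effect and on total scaling were chosen, or their limits changed, after the result was seen.

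In the 3 shallow Ribo-Zero Plus libraries many genes were listed at 0. Among genes expected at 5 counts or more from the undepleted share, 463 genes were at 0 with oligos, 385 with formaldehyde and 485 with both, where Poisson counts give 3.4, 2.96 and 3.25. Lower depth alone does not account for this: the smallest of these numbers, 385, is far above its expectation. The deeper Ribo-Zero Plus library had 291 such genes against 1.97 expected, while the FastSelect and riboPools libraries, with or without cold elution, had between 2 and 59. The expectation rests on the undepleted libraries themselves, which had 0 and 3. Removal of the same transcripts in every Ribo-Zero Plus library is argued against by the 8 genes at 0 in all 3, among 4010 expected at 5 counts or more in each, whose median log2 ratio in the deeper library lay -0.095 from that of all genes, within the range of random sets (-0.34 to 0.31). With 8 genes this excludes only a large loss. A candidate explanation is that few independent molecules were each read many times, so that zeros fall on different genes by chance. Over the 4010 genes expected at 5 counts or more in all 3 shallow libraries, 176 were at 0 with oligos, 385 with formaldehyde and 225 with both. Among these genes, those at 0 in both of 2 libraries numbered 117 over the 3 pairs against 101 under independence, a ratio of 1.158 and near the upper end of the permuted range of 85 to 118. A limit on the ratio set first was exceeded by 1 pair, at 1.275. The limit was then replaced by the permuted range, so the test leaves this explanation open. Whether duplicate reads were removed is not stated. No biological explanation was tested.

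KCNH8 rose in the nuclease-treated K562 libraries. Amplified molecules in single libraries are argued against by recurrence: in the kit table it lay above both undepleted libraries in 4 of 4 Ribo-Zero Plus libraries. It met the rule for named genes, which asks for such a separation, in the kit table as well as in the size-selection table. The latter names it whatever the kit table holds, so the kit table could have come out otherwise, and the NEBNext libraries are not counted. KCNH8 had 0 counts in every HEK293T library. The rise of KCNH8 was not confined to nuclease kits, as FastSelect libraries held 350 and 385 CPM against 28.2 and 43.6 CPM undepleted. Both riboPools libraries also lay above undepleted, at 106 and 71.5 CPM, while both cold elution libraries lay below, at 16.5 and 10.9 CPM. Reads shared with mitochondrial, 5S or 5.8S rRNA are not seen: the longest identical run was 14 bases, within the range of 1000 random coding sequences (median 12 bases). The 18S and 28S rRNAs and the DNA probes of the kits were not used here, so reads from either may still be the source.

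The NEBNext log2 fold change in HEK293T varied with the purine share of the coding sequence. Spearman's correlation across genes, which are not independent replicates, was -0.201 in HEK293T and -0.109 in K562, past a limit of 0.1 but only narrowly in K562. Over genes with a mean of at least 100 counts it was -0.325 and -0.211. For GC content it was -0.164 in HEK293T and -0.083 in K562, and -0.093 and -0.021 over the more abundant genes. Both K562 values lie within their spread of the limit, and by a rule added after they were seen neither property is decided. Coding sequence length gave 0.03 and 0.005 over all genes tested, which argues against length there, though the abundant genes gave -0.093 and -0.137. Purine or GC content may be related to the NEBNext effect, and this stays open. The footprint sequences themselves were not analysed here.

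Mitochondrial mRNAs were lower with Ribo-Zero Gold and higher with NEBNext in HEK293T. GC content is argued against: 1528 nuclear genes in the same GC range had medians of 0.095 with NEBNext and 0.054 with Ribo-Zero Gold, against 0.60 and -0.73 for the mitochondrial mRNAs. Purine content, which varied with the NEBNext effect across genes, was not tested for these mRNAs and stays open. Total count scaling gave -0.726 for Ribo-Zero Gold, but the TMM factors of these libraries lay between 0.99 and 1.009, so this setting moves almost nothing and says nothing about scaling. All libraries of the table come from 1 cell line, so no biological explanation was tested.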
